A study of Homo sapiens with 6 samples. Its data were reported in "A novel crosstalk between CCAR2 and AKT pathway in the regulation of cancer cell proliferation" (2016).

How the data were processed

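RNA was measured in BJ-hTERT cells, a normal human fibroblast line immortalised with telomerase, in 2 groups of 3 samples. The first group was a mass culture depleted of CCAR2 with CRISPR/Cas9 (CCAR2-KO), which the design text describes as holding 80% knockout cells, and the second was the parental line. Each sample was hybridised to 1 Illumina human bead array carrying 47322 probes. Groups were taken from the cell and genotype labels. The replicates were numbered in the order of their records, and the labels do not say which samples, if any, belong together as pairs. The labels describe triplicate collections and do not say that they came from separate cultures, so p-values measure only the spread between these samples, which may be technical. All 6 arrays lay on 1 chip, the CCAR2-KO samples side by side on one stretch and the parental samples on another, so position on the chip and genotype cannot be told apart.

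The deposited signals are the mean bead intensity per probe on a linear scale, as the authors collected them with Illumina software, without background subtraction or normalization between arrays. The deposited detection p-value of each probe ranks its intensity against the negative control beads of its array. The submitters' processing notes name BeadStudio version 3.8, whereas the study's methods name GenomeStudio, and the labels and the methods also differ in the RNA extraction kit and labelling guide they cite. The second deposited table holds the authors' normalized intensity values. The methods state log2 values from robust spline normalization, but the values are linear, and the sorted values of every array lay within 0.63% of the mean sorted signals of the 6 arrays, which is what quantile normalization without background correction gives. The ranks of each of its 6 columns matched their own array best. Its values were used as an alternative only.

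The signals were background-corrected with the normexp model fitted through the detection p-values (offset 16), put on the log2 scale and quantile normalized with limma 3.58.1 in R 4.3.3. Robust spline normalization was not run because its package is not installed. Following the study's methods, probes with a detection p under 0.01 in at least 1 array were kept (20653 probes), and 1 probe stood for each gene symbol, first by the number of arrays that detected it and then by interquartile range. Gene names came from the platform annotation, in which 30113 probes had 1 gene symbol, 8 had several and 17201 had none. The identifiers of 30074 of the named probes were found in the RefSeq gene table (assembly GRCh38.p14), and 0 symbols needed an update. That table served only for names and for the order of genes along a chromosome. In all, 11713 genes were tested, of which 3281 had more than 1 detected probe.

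The groups were compared with limma's moderated test and Benjamini-Hochberg adjustment over all genes, and every adjusted p for a gene below comes from that fit. A gene was called changed at a fold of at least 1.5 and a false discovery rate (FDR) of up to 0.05, the looser of the study's thresholds. The stricter one was a fold of 2 and an FDR of 0.01. Errors of log2 differences are limma's standard errors and intervals are at the 95% level. Where a probe was not detected on any array of a group, its level there is only an upper bound. The fold is then given as at least the ratio between the mean of the other group and a floor, which was on each array the higher of the lowest signal among detected probes and the probe's own signal. For 41 gene lists written before the data were examined, camera (preset correlation 0.01) asked whether a list moved against all other genes, with adjustment over the 39 lists that had 5 or more tested genes. The lists include those that the study gave for CCAR2-silenced U2OS osteosarcoma cells and for these samples.

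Genes were named by a rule fixed before the data were examined. It takes CCAR2, then up to 15 called genes per direction with the largest fold, filled up to 10 per direction by the smallest p. It adds the genes that the study's text names around AKT, its lists for these samples, and up to 4 members per list. Alternatives to each step were run as well. These were no background correction, cyclic loess, median scaling, the authors' normalized table, other detection filters and probe choices, a variance trend with robust fitting, array weights, a test against a fold of 1.5, other list tests, and the fit without each array in turn. Covariate adjustment for mitosis genes and all shortened lists were added after the data had been seen. The genes named around AKT were shortened by MSR1 and RAB11FIP1 or by SIRT1, and the genes lower in U2OS by LIAT1 and NLGN2.

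The steps were tested on simulated data, in which 200 genes were changed by known folds and 14253 genes passed the same filter. The fit called 0% of the genes changed 1.5-fold, 10.7% of those changed 2-fold and 76.1% of those changed 4-fold, with 2 false calls. The changed genes were drawn only from genes of higher mean signal, so these shares do not cover dim probes, such as those of PCOLCE2 and SERP2 below. A simulated list of 40 genes shifted by 0.5 on the log2 scale gave a camera p of 1.14e-19, and 2 of 100 unshifted lists had a p under 0.05. The noise was drawn separately for each gene, so this does not test camera on lists whose genes vary together. In the real data the interferon-induced genes and the pregnancy-specific glycoproteins had estimated correlations between genes of 0.236 and 0.652. With 3 arrays per group, the number of arrays limits the precision. The median standard error of a log2 difference was 0.25.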

Results

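Gene expression was profiled in 3 samples of the CCAR2-KO mass culture and 3 samples of parental BJ-hTERT cells. CCAR2, whose older name is DBC1, binds the deacetylase SIRT1 in the nucleus and inhibits it. The median signal per array ranged from 137 to 232, the median background from 124 to 200, and between 36.6% and 39.1% of probes were detected. CCAR2-KO replicate 1 was the dimmest array. Its mean correlation with the other arrays was 0.948, whereas the other 5 arrays had mean correlations between 0.966 and 0.974. The first principal component held 45.3% of the variance and placed this array apart from the rest (-54.9, with the others between -8.1 and 26.8). The second held 21.5% and separated the genotypes, with 3.1, 33 and 10.1 in CCAR2-KO and -25.2, -13.6 and -7.3 in parental cells.

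The first question was whether the labels hold at the level of the target gene. CCAR2 mRNA was 3.73-fold lower in the CCAR2-KO samples, in which the log2 signal averaged 8.24 ± 0.41 (SD, n = 3), than in parental cells (10.14 ± 0.25, n = 3). The difference was -1.90 ± 0.26 (SE), so that 26.8% of the parental level was left (95% interval 17.7% to 40.7%). All 3 CCAR2-KO arrays, with values of 7.85, 8.67 and 8.21, lay below the 3 parental arrays, with 9.86, 10.33 and 10.24. The adjusted p was 0.0643, which misses the threshold, and the two-sided exact permutation p of 0.1 is the smallest that 3 against 3 arrays allow. The probe measures RNA and the edited site was not used here, so it does not count the knockout cells. A second CCAR2 probe was detected on 0 arrays.

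The next question was which genes differ between CCAR2-KO and parental cells. At a fold of 1.5 and an FDR of 0.05, 10 of 11713 genes changed. In CCAR2-KO cells, 3 of them were higher and 7 were lower. BCHE, the secreted butyrylcholinesterase that cleaves choline esters, rose by 4.61 ± 0.43 (SE, log2, 24.4-fold, adjusted p = 0.019), from a probe detected on 1 of 3 parental arrays. TMEM47, a membrane protein of cell junctions, rose by 2.65 ± 0.22 (6.29-fold, adjusted p = 0.0151). PCOLCE2, which enhances the trimming of procollagen, was detected on 3 CCAR2-KO and 0 parental arrays and was at least 1.24-fold higher (adjusted p = 0.0363).

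**Figure D1:**
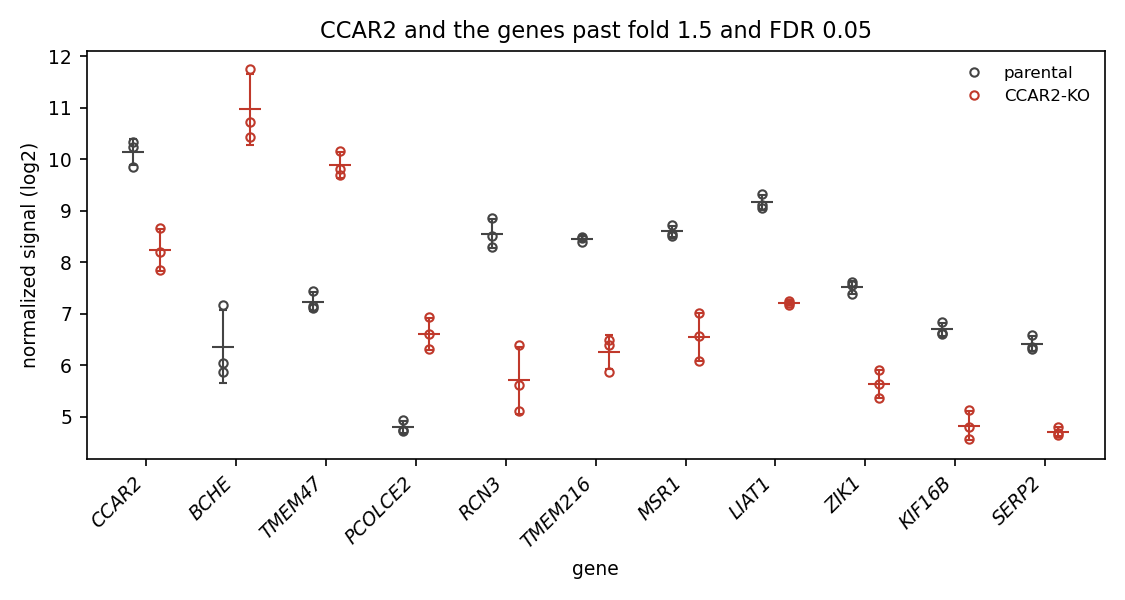
Normalized log2 signal (vertical axis) of CCAR2 and the 10 genes past fold 1.5 and FDR 0.05 (horizontal axis), with 1 open point per array, a bar at the group mean and whiskers of 1 SD (n = 3). The groups do not overlap for any gene shown, and BCHE reaches a mean of 10.97 in CCAR2-KO against 6.36 in parental cells.

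Among the genes that fell, RCN3, a calcium-binding protein of the endoplasmic reticulum, fell by 2.85 ± 0.33 (7.19-fold, adjusted p = 0.0303), with detection on 1 of 3 CCAR2-KO arrays. TMEM216, a protein of the ciliary transition zone, fell by 2.20 ± 0.22 (adjusted p = 0.0193), and the macrophage scavenger receptor MSR1 fell by 2.05 ± 0.26 (adjusted p = 0.0454). Both were detected on 2 of 3 CCAR2-KO arrays. LIAT1 (C17orf97) fell by 1.95 ± 0.19 (3.86-fold, adjusted p = 0.019) and was detected on all arrays. The remaining genes were detected on 0 CCAR2-KO and 3 parental arrays. ZIK1, a zinc finger protein, was at least 2.55-fold lower, KIF16B, a kinesin that carries early endosomes, at least 1.44-fold lower and SERP2 at least 1.19-fold lower, each with an adjusted p of 0.0303. A second probe of BCHE was detected on 3 CCAR2-KO and 0 parental arrays, and the second detected probes of MSR1 and LIAT1 on 0 CCAR2-KO and 3 parental arrays. That of MSR1, which the choice by highest mean takes, was at least 10.1-fold lower (adjusted p = 0.011).

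Genes with the smallest p beyond the threshold are given as values. On the higher side, the collagenase MMP1 differed by 2.60 ± 0.42 (adjusted p = 0.124), the CaM kinase inhibitor CAMK2N2 by 1.68 ± 0.25 (0.0835), APLP1 by 1.73 ± 0.30 (0.159) and MGAM by 1.40 ± 0.28 (0.283). CAMK2N2 and APLP1 were detected on 2 of 3 parental arrays. A second APLP1 probe, detected on 3 CCAR2-KO and 0 parental arrays, was at least 1.38-fold higher (limma adjusted p = 0.625 over all detected probes). UGT2B17 was at least 1.59-fold higher (0.0643), DCP1B at least 1.63-fold higher (0.179) and CCDC152 at least 1.49-fold higher (0.293), because 0 parental arrays detected them. On the lower side, FRAS1, a protein of the basement membrane, differed by -1.82 ± 0.24 (0.0555) and the forkhead factor FOXE1, which 1 of 3 CCAR2-KO arrays detected, by -2.12 ± 0.30 (0.0643).

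**Figure D2:**
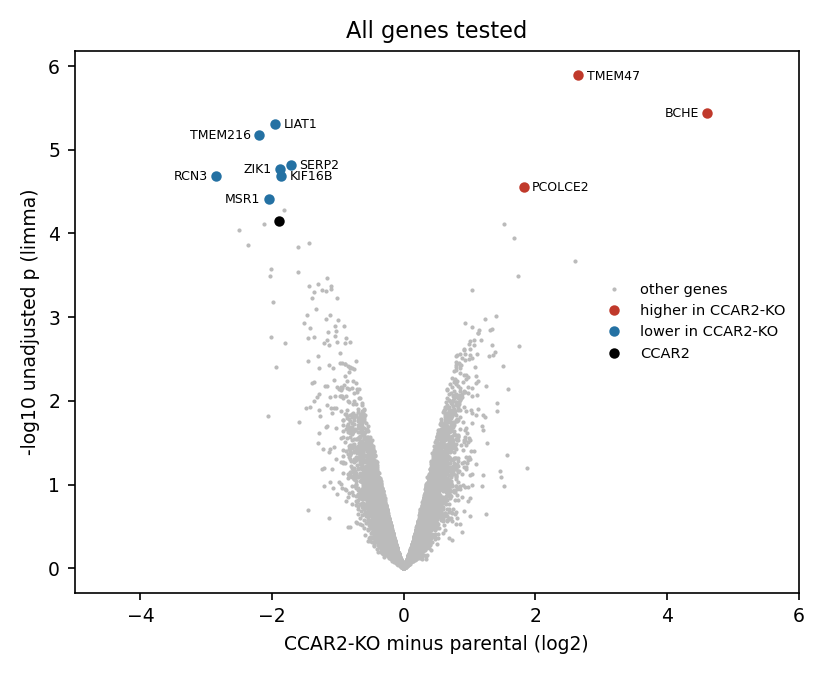
Difference between CCAR2-KO and parental cells (horizontal axis, log2) against the -log10 of limma's unadjusted p (vertical axis) for each of 11713 genes. The 3 higher and 7 lower genes past the threshold are named, and CCAR2 (black) lies just below them.

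At the stricter threshold (fold of 2, FDR of 0.01) limma called 0 genes, while 845 genes had an unadjusted p under 0.05, 481 of them higher and 364 lower in CCAR2-KO cells. Splits of the arrays that mix the genotypes gave up to 1325 such genes, so this count does not measure an effect of genotype. The call count varied with single arrays: it was 10 without CCAR2-KO replicate 1, the dim array (8 of the 10 genes among them), 0 without CCAR2-KO replicate 2, 6 without CCAR2-KO replicate 3, 2 without parental replicate 1, 0 without parental replicate 2 and 1 without parental replicate 3 (C5orf46, which is not among the 10), although all 10 genes kept their direction in each of these fits. The difference ranged from 4.26 to 5.02 for BCHE, 2.54 to 2.76 for TMEM47, -1.99 to -1.87 for LIAT1 and -3.27 to -2.52 for RCN3. Without background correction 2 genes were called higher and 1 lower, and the authors' normalized table gave 2 and 2. Folds without background correction were smaller (BCHE 8.81-fold, TMEM47 3.56-fold, RCN3 2.56-fold, TMEM216 2.16-fold, MSR1 2.14-fold, LIAT1 2.38-fold, ZIK1 1.66-fold, KIF16B 1.62-fold, PCOLCE2 1.58-fold and SERP2 1.57-fold).

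The study listed 14 genes as lower and 5 as higher in these samples. All 13 tested genes of the first list had lower values and all 5 of the second had higher values here, and 6 and 3 of them changed. When adjusted over the list alone, 13 were lower and 5 higher, but these lists were chosen on the same samples and are not independent evidence. HENMT1 (-1.44 ± 0.22, adjusted p = 0.0886), NLGN2 (-1.44 ± 0.26, 0.179), FNBP1L (-1.03 ± 0.22, 0.324), RAB11FIP1 (-1.0 ± 0.21, 0.294) and PSG5 (-2.02 ± 0.34, 0.147) did not pass over all genes. Of the called genes, KIF16B is in neither list.

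The study asked whether the AKT pathway, which promotes growth and survival, is affected in these cells. Its pathway analysis of expression found no effect on the pathway here. Its discussion nonetheless names MSR1 and RAB11FIP1, which it describes as implicated in inducing AKT function, as deregulated in BJ-hTERT cells. Its protein blots showed AKT activated in BJ-hTERT cells depleted of CCAR2. The values below are RNA levels and do not measure the phosphorylation of AKT. Of 36 tested components of PI3K-AKT signalling, 0 changed in limma's test. When adjusted over the list alone, PIK3R1 was the 1 gene lower (adjusted p = 0.00517). PIK3R1 encodes a regulatory subunit of PI3K and differed by -1.60 ± 0.25 (adjusted p = 0.0886 over all genes), yet its other probes detected on all arrays gave 0.16 and -0.23. AKT1S1 (0.78 ± 0.21), RPTOR (0.66 ± 0.24) and TSC2 (0.63 ± 0.23), which act around mTORC1, had higher values with adjusted p between 0.5 and 0.637. The kinase AKT1 differed by 0.18 ± 0.23, and AKT2 was detected on 1 CCAR2-KO and 0 parental arrays. The list as a whole did not pass camera (adjusted p = 0.238), and neither did 18 targets that FOXO factors induce (adjusted p = 0.893), of which 0 changed. TRIB1 (0.77 ± 0.35) and CCNG2 (-0.65 ± 0.34) had the smallest p among the FOXO targets.

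Of 8 tested genes that the study's text names around AKT, only MSR1 changed. SIRT1, one of the 8, is named there for a growth effect of CCAR2 loss that did not depend on it. When adjusted over the list alone, MSR1 and RAB11FIP1 were lower (limma adjusted p = 0.00031 and 0.00432), but the study drew both from these samples, so this is not independent evidence. A second RAB11FIP1 probe, detected on all arrays, gave -0.18. The AKT inhibitor TRIB3 differed by 0.12 ± 0.26 (adjusted p = 0.963), the nuclear receptor PPARG by 0.01 ± 0.25 (0.998), IGFBP5 by -0.20 ± 0.25 (0.926), the growth factor PDGFA by -0.53 ± 0.38 (0.845) and SIRT1 by -0.56 ± 0.25 (0.695). The list was lower by camera (adjusted p = 0.00458), which was lost with adjusted p = 0.408 with an estimated correlation. The adjusted p was 0.421 without MSR1 and RAB11FIP1, 0.016 without SIRT1, and 0.0546 without CCAR2-KO replicate 3.

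Beside AKT, the study's expression analysis found NF-kB and ERK networks in silenced U2OS cells, although its blots there showed neither ERK nor NF-kB altered. It asked after the networks here too and found none affected. Of 28 NF-kB targets 0 changed, and 0 did when adjusted over the list alone. Their median difference was 0.33 and camera placed them higher (adjusted p = 0.00839, but adjusted p = 0.611 with an estimated correlation). The chemokines CCL5 (0.70 ± 0.27) and CCL2 (0.89 ± 0.40) and the inhibitor NFKBIA (0.49 ± 0.22) led the list. CCAR2-KO replicate 1, the dim array, had the highest median of the list, 0.79 above the parental mean, whereas replicates 2 and 3 had -0.02 and 0.17, and the adjusted p was 0.728 without replicate 1 and 0.124 without parental replicate 2. Of 26 ERK output genes 0 changed (camera adjusted p = 0.462), with 0.83 ± 0.26 for PHLDA1 and -0.67 ± 0.28 for the phosphatase DUSP4.

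A further comparison set these cells against the genes that the study listed after CCAR2 silencing in U2OS cells. Of 45 tested genes that were lower in U2OS, 1 (LIAT1) fell here and 0 rose, and 4 were lower when adjusted over the list alone, namely LIAT1, the adhesion proteins NLGN2 (-1.44 ± 0.26) and FLRT3 (-1.47 ± 0.30), and DYNLT2B (-0.81 ± 0.21). At an unadjusted p under 0.05, 8 of the 45 were lower, against 1.40 expected from the share over all genes, and 0 were higher. LIAT1 and NLGN2 are among the 8 and were also picked by the study from these samples, so they are not independent evidence. The matrix protein SPARC (-1.04 ± 0.30) and the growth arrest gene GAS6 (-0.66 ± 0.27) were also among the 8. The list was lower by camera (median -0.16, adjusted p = 0.000958, and adjusted p = 0.586 with an estimated correlation), and without CCAR2-KO replicate 2 the adjusted p was 0.0894. On CCAR2-KO replicate 1 the median of the list was 0.13 above the parental mean, while replicates 2 and 3 lay at -0.30 and -0.34. Of 61 tested genes that were higher in U2OS, PCOLCE2 rose, 0 fell, and 1 was higher when adjusted over the list alone (camera adjusted p = 0.608). PCOLCE2 too was picked by the study from these samples.

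Among the other lists fixed beforehand, the pregnancy-specific glycoproteins (PSG), secreted members of the immunoglobulin superfamily best known from the placenta, had the lowest values. None of 8 tested members changed over all genes, but 7 were lower when adjusted over the list alone. The list was written because PSG5 is among the genes the study picked from these samples, so it is not independent of them. PSG5 (-2.02 ± 0.34, adjusted p over all genes 0.147), PSG6 (-2.03 ± 0.35, 0.159), PSG4 (-1.99 ± 0.38, 0.212) and PSG3 (-2.02 ± 0.45, 0.34) each differed by about 4-fold, and all 3 CCAR2-KO arrays lay below all 3 parental arrays in each. A second PSG5 probe, detected on all arrays, gave -1.44 (adjusted p = 0.608 over all detected probes). Camera placed the list lower (adjusted p = 1.25e-11), which was lost at adjusted p = 0.408 with an estimated correlation. PSG transcripts are closely alike in sequence, so the members are not separate evidence.

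Interferon-induced genes had higher values in CCAR2-KO cells. Of 44 tested members 0 changed, either over all genes or when adjusted over the list alone, whereas 38 had a positive difference and 12 were higher and 0 lower at an unadjusted p under 0.05. The antiviral genes OAS2 (1.06 ± 0.24, adjusted p = 0.341) and MX1 (0.97 ± 0.26, 0.476) and the ADP-ribosyltransferase PARP12 (0.91 ± 0.21, 0.366) were among them. Camera placed the list higher (median 0.35, adjusted p = 9.12e-09, and adjusted p = 0.577 with an estimated correlation). Its median against the parental mean was 0.51, 0.26 and 0.28 in CCAR2-KO replicates 1 to 3, highest on the dim array, and 0.23, -0.08 and -0.16 in the parental ones.

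**Figure D3:**
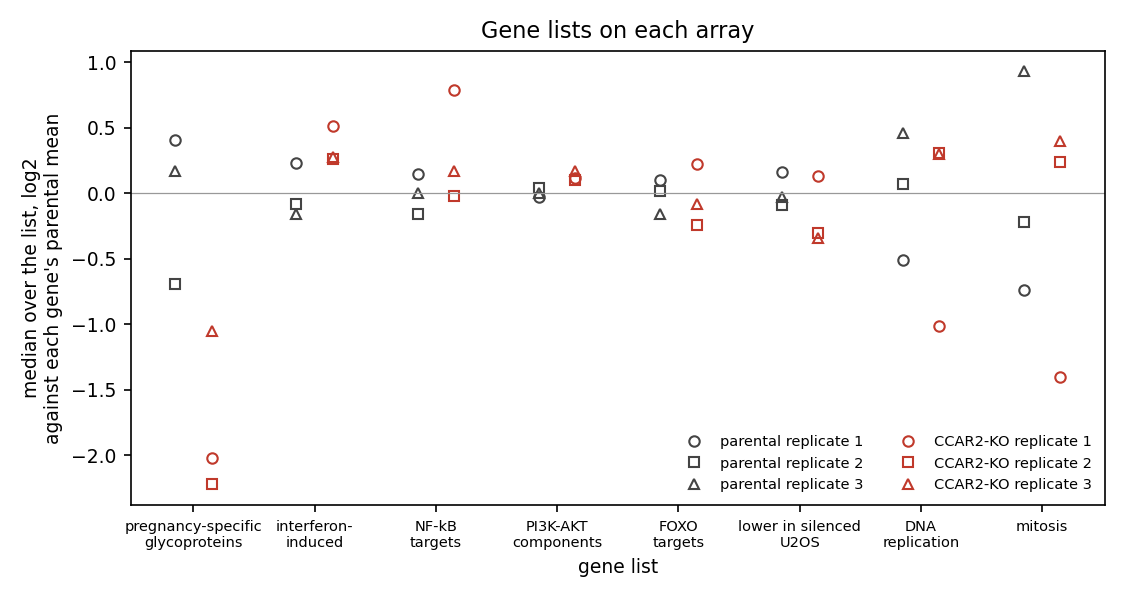
Median of each gene list on each array (vertical axis, log2 against the parental mean of each gene) for 8 lists (horizontal axis). Marker shapes give the replicate number, which follows the order of the records. The PSG list lies between -2.22 and -1.05 in CCAR2-KO and between -0.69 and 0.41 in parental cells, and the mitosis list spreads within both groups.

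No gene of the cell cycle lists passed the test between the genotypes. Of 47 mitosis genes and 44 replication genes 0 changed (camera adjusted p = 0.112 and 0.182), with -1.08 ± 0.60 for the kinase CDK1 and -0.67 ± 0.54 for RRM2. Lower values in CCAR2-KO cells were found for 44 of the mitosis genes and 35 of the replication genes (median differences -0.23 and -0.15). The genes of each list vary together (estimated correlations 0.943 and 0.727), so these counts are not separate evidence. Both lists varied within the groups, and the median of the mitosis list was -1.40, 0.24 and 0.40 in the CCAR2-KO replicates and -0.74, -0.22 and 0.93 in the parental ones. Markers of other cell types gave no call by camera: epithelial (adjusted p = 0.144), leukocyte (0.294) and muscle, fat and neural genes (0.0548). The last of these lists contains BCHE, APLP1 and NLGN2, and the leukocyte list MSR1, all of which the study picked from these samples. Fibroblast markers had a median difference of 0.01 (adjusted p = 0.758). Of 31 tested genes within 25 protein-coding genes to each side of CCAR2 on its chromosome, 0 changed, and their median difference was 0.04.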

Values the study reported

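The study reported 165 genes regulated by CCAR2 in U2OS cells at a fold change above 1.5. Of these, 97 (58.8%) were higher and 68 (41.2%) were lower after silencing. It called genes at a fold change of at least 2 with an FDR of at most 0.01, and for pathway work at 1.5 with 0.05.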

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

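The fit with mitosis genes as a covariate and the shortened lists were chosen after the data were seen, and all other alternatives before. All 10 called genes kept their direction under all 18 alternatives. BCHE and TMEM47 stayed past the threshold in 15 of them, and KIF16B, MSR1, PCOLCE2 and SERP2 in 8. The cause of a moved value was not tested unless named. No paired analysis was run, because the replicate numbers follow the order of the records and the labels give no pairing. Arrays of like number nonetheless ranked alike on the first principal component. It was -54.9, 3.8 and 20.2 in CCAR2-KO replicates 1 to 3, and -8.1, 12.3 and 26.8 in the parental ones. The order on the second component differed between the groups. Whether samples of like number were collected together was not tested, and the unpaired fit would count such an effect as error.

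Counts below are all changed genes, then those lower. Without background correction they were 3 and 1 (3 at any fold), with 1 gene of the study's list of lower genes called. With the authors' table they were 4 and 2 (4 at any fold), with 2 of that list. The test against a fold of 1.5 gave 2 and 0, with 0 of the list. Array weights gave 26 (7 higher, 19 lower, 26 at any fold), and 12 at the strict threshold. The mitosis covariate gave 26 (7 higher, 19 lower, 26 at any fold), 6 at the strict threshold, and 10 and 5 genes of the study's lower and higher lists. Testing every detected probe called 11 lower probes, 5 of all probes at the strict threshold, and 11 lists. The strict count was 4 with median scaling, 2 with trend and robust fitting and 1 with detection on all 3 arrays of a group. Leaving out 1 array gave 0 to 10 changed genes (0 to 4 higher, 0 to 7 lower, 0 to 10 at any fold), and 0 to 4 and 0 to 3 genes of the study's lists.

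CCAR2 differed by -1.97 to -1.47 over the other alternatives and by -2.10 to -1.71 without 1 array, with adjusted p from 0.0141 to 0.382. It passed with array weights (-1.85, 0.0141), the mitosis covariate (-1.84, 0.0158), and at -1.90 with trend and robust fitting (0.0418) or detection on all 3 arrays of a group (0.0463), where fewer genes were tested.

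Of the lists, 2 passed with an estimated correlation, 2 with fry, 4 with members detected on all 6 arrays, and 8 to 13 without 1 array, against 7. The 2 that passed with an estimated correlation and with fry were the lists the study chose on these samples, which are not independent evidence, and no other list passed in either. Without these 2, the main count was 5. The adjusted p of the genes named around AKT was 0.058 without the detection filter, 0.408 with an estimated correlation, 0.107 with fry, 0.207 with members detected on all 6 arrays, 0.421 without MSR1 and RAB11FIP1, 0.016 without SIRT1, and 0.0015 to 0.0546 without 1 array. That of the genes lower in U2OS was 0.586 with an estimated correlation, 0.369 with fry, and 4.22e-08 to 0.0894 without 1 array. Without 1 array, FOXO targets had 0.0952 to 0.992 and the genes higher in U2OS 0.154 to 0.91, and both turned direction in some of these fits without a call. Signal over background limits the dim probes, whose folds shrink without background correction.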

Other observations

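The tests on mitosis genes, interferon scaling and covariates, transfection, and the U2OS list without LIAT1 and NLGN2 were chosen after the results were seen. The random lists and the other splits of the arrays were set before their results.

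Of 52 tested collagens and matrix genes PCOLCE2 alone changed (camera adjusted p = 0.798). The adhesion protein TGFBI (-0.97, adjusted p = 0.41) and SPARC (-1.04, 0.54) had lower values, and the proteoglycan VCAN (1.09, 0.473) had a higher value. MMP1 was the single protease or inhibitor past an FDR of 0.05 when adjusted over its list alone (0.00572). Among 14 HOX genes, HOXD9, detected on 3 CCAR2-KO and 0 parental arrays, was at least 1.59-fold higher (adjusted p = 0.41 over all genes, 0.0498 over the list alone).

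Stress and growth control genes gave no call by camera. The adjusted p was 0.994 for p53 targets, 0.994 for ATF4 targets, 0.432 for chaperones of the endoplasmic reticulum, 0.0891 for heat shock genes and 0.58 for secretory genes of senescence, and 0 genes of these lists changed. The p53 target SESN2 (0.79, adjusted p = 0.425) and the heat shock gene HSPA4L (-1.06, 0.5) had the smallest p of their lists. Genes for circadian clock proteins (adjusted p = 0.798), cholesterol synthesis (0.691) and oxidative phosphorylation (0.921) also gave no call, and neither did ribosomal proteins (0.0643).

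Mitosis and replication genes differed between arrays of 1 genotype. The dim array of CCAR2-KO replicate 1 is not the whole cause, because parental replicate 3 exceeded parental replicate 1, an array of like brightness, by a median of 1.66 over 47 mitosis genes (quartiles 1.52 and 1.82). A shift of the cell cycle programme, as a difference in growth state at collection could give, needs the separate replication list to move as well, and 95.5% of its 44 genes were higher in parental replicate 3. Between CCAR2-KO replicates 3 and 1 the same share was 95.5%. The design gives no growth measure for these samples, so no biological explanation was tested further.

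For the interferon-induced genes, the higher values did not rest on a single scaling between arrays. By camera at the preset correlation the list was higher and past an FDR of 0.05 in 5 of 5 scalings. These are not all separate, since the authors' table is close to quantile normalization without background correction. Growth state stays open: with the mitosis score as a covariate camera gave an adjusted p of 1.7e-07 and the median went from 0.35 to 0.30, but the members' lower quartile was 0.14. Loss of CCAR2 and the transfection of the knockout culture cannot be told apart, because 0 parental samples were described as transfected. Either may contribute, and the call is lost with an estimated correlation (adjusted p = 0.577).

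The lower values of the genes that were lower in silenced U2OS cells are not accounted for by their expression level alone. Of 10000 random lists of like mean expression, 0.04% had a median at or below -0.16. The random lists held unrelated genes, whereas the listed genes, LIAT1 and NLGN2 among them, had an estimated correlation of 0.146. The share may therefore be too small. The median of the list did not rest on LIAT1 and NLGN2, as it was -0.15 without the pair. Camera without the pair gave an adjusted p of 0.0151 at the preset correlation. With an estimated correlation camera's p without the pair was 0.257, so camera does not decide whether the remaining genes are lower as a list. A shared effect of CCAR2 loss is a candidate explanation that remains open.

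The 6 arrays can be split 3 against 3 in 10 ways, too few for a share under 0.05. The true split gave 10 changed genes, and as many at any fold, where the highest other split gave 0, so 1 of 10 splits reached it in both counts. At the strict threshold all 10 splits gave 0. At an unadjusted p under 0.05 in limma's test, the true split gave 845 genes. Splits that mix the genotypes gave 170 to 1325, and 1180 and 1325 exceed the true count. For lists past an FDR of 0.05, 8 of 10 splits gave at least the 7 of the true one, and the highest gave 17. By camera p, 2 of 10 splits were as extreme for the interferon list (true 9.35e-10, best other 1.04e-10) and 2 for the genes lower in U2OS (0.000123, best other 1.51e-08). For the genes lower in U2OS, further splits came close, with camera p of 0.000125 and 0.000175. For the PSG list (9.58e-13, best other 3.69e-09) and the genes named around AKT (0.000705, best other 0.00704), 1 of 10 splits was as extreme. The study picked PSG5, MSR1 and RAB11FIP1 from the true split, so the rank of these lists is not independent evidence.

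Of 4777 detected probes without a single gene name, 2 passed the threshold when every detected probe was tested, and both were lower in CCAR2-KO cells (ILMN_1711124, adjusted p = 0.00753, and ILMN_2090040, 0.0349). BEX1 has a probe detected on 3 parental and 0 CCAR2-KO arrays (adjusted p = 0.00753), while its other probe differed by -0.07 (0.974). BEX1 and both probes were chosen after their values were seen.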
